A study of Zea mays with 64 samples.

How the data were processed

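Mu transposons are mobile DNA elements of maize that insert into new genomic positions while they are active. The insertion sites were mapped by MuSeq2, in which sheared genomic DNA receives an adapter and the DNA next to Mu ends is amplified by PCR, per the labels. DNA was sheared to a mean of 1000 bp. All plants were of the inbred line W22. Pollen of Mu-active fathers was put on ears of a Mu-inactive line. A chip of each kernel gave an endosperm sample, and the seedling grown from the same kernel gave a leaf sample 10 to 13 days after sowing. The endosperm is the triploid storage tissue of the kernel, formed by a fertilisation separate from that of the embryo that makes the leaf. Per the labels' protocols, leaf DNA was extracted with a column kit and endosperm DNA with a modified CTAB method, so tissue and extraction method cannot be separated in these data. The seedling stage differs between the series text and the growth protocol and was not used here.

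There were 64 libraries: 30 leaf and 30 endosperm libraries from 30 plants of 4 families, and 1 endosperm library from the father of each family. Family NE71 had 8 plants, NE72 had 7, NE73 had 7 and NE74 had 8. Groups came from the sample titles. Leaf and endosperm were paired by family and plant number, because the series text describes the tissues as matched and the titles give each plant a number. The plant was therefore the replicate block of each comparison of tissues. The labels gave no sequencing batch.

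The authors deposited a table of raw counts, with 1091553 insertion sites as lines and the 64 libraries as columns. The aligner, the counting program, the genome build, and whether reads or unique molecules were counted are not stated in the labels or the file headers. The authors also deposited a list of 1058 transmitted insertions with calls of 0 or 1 for each plant, each father and the Mu-inactive parent, per the file headers. The criteria for these calls are not stated there. The list gives no separate call for leaf and endosperm. Every column of both tables matched the labels of a library, a plant or a parent, and 0 columns of per-sample values were left unused.

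CPM (the count at a site scaled to a library total of 1000000) was computed from the deposited counts. An insertion was taken as present in a progeny library at 10 or more reads and at 100 or more CPM. Read here means 1 unit of the deposited count. Presence in a father was taken from the authors' list. An insertion was called new when it was present in a plant in either tissue and not listed for its father. Because the list is conditioned on transmission (all 1058 insertions were in at least 1 progeny plant), sites in a father library that the list left out could be called new by this rule. The alternatives that take father presence from the counts address this. The median read level of a class was computed on the log2(CPM + 1) scale, with a pseudocount of 1.

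Differences between tissues or classes were tested by two-sided sign-flip permutation over the 30 plants with 100000 resamples, for which the smallest possible p is 1e-05. Within families the sign-flip test was exact, with a smallest possible p of 0.0156 for 7 plants and 0.00781 for 8. Families were compared by permuting family labels of the F statistic, and pairs of families by exact permutation. Transmission was tested by an exact two-sided binomial test against 50%, with Wilson 95% confidence intervals. Benjamini-Hochberg adjustment was applied within each family of tests. The intervals and detection floors cover counting error only, since PCR products without stated molecular identifiers are not independent molecules.

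Summed counts ranged from 5457 to 105320 in the progeny endosperm libraries, from 25037 to 687094 in the leaf libraries and from 273277 to 610687 in the father libraries. The minimum of 10 reads therefore set the presence limit in shallow libraries: it lay between 100 and 1833 CPM in endosperm and between 100 and 399 CPM in leaf. The smallest share that 3 counts can show was between 28.5 and 549.8 CPM in endosperm and between 4.37 and 119.8 CPM in leaf. For a depth-matched form of each comparison of tissues, the deeper library of each plant was sampled without replacement to the total of the shallower.

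The insertion named in each class was the 1 with the highest summed CPM over the libraries of the carrying plants. Positions are given as the deposited tables give them, without a stated genome build. The only annotation at hand was a gene table of another assembly, so the planned comparison of gene proximity was not run and no gene names are given. Alternatives fixed before the data were examined were other presence minimums, father presence from the counts, father absence only at 0 reads, leaving out insertions found in several families, no replicate block, leaving out each family, merging sites within 10 bp, transmission scored in endosperm, another pseudocount, new insertions in both tissues only and a relative difference. Alternatives chosen after seeing the data were depth matching (also of the share of counts outside the list), leaving out plant 7 of NE74 (alone and with the minimum of 1000 CPM), leaving out insertions of the Mu-inactive parent, and 2 forms of a level-based class of tissue-specific insertions. The second of those forms changed the reference level after the values of the first had been seen, and both are reported. The share of counts outside the list was also added after seeing the data.

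The calling was checked on simulated counts at the real library totals with 4220 sites, in which insertions were drawn near 3000 CPM. At full depth 1187 of 1200 insertions made in both tissues, 600 of 600 made in leaf and 297 of 300 made in endosperm were recovered, with 13 false leaf-only calls and 0 false endosperm-only calls. At matched depth the recovered numbers were 1177, 596 and 297, with 12 false leaf-only and 10 false endosperm-only calls. The leaf-only insertions called in the data had a mean per-plant median of 7.39 on the log2(CPM + 1) scale, far below 3000 CPM. No insertions were simulated near that level, so these recoveries do not measure how reliable the leaf-only calls are. The tests were run on 500 sets of normal random numbers without an effect, in place of counts. There 5.6% of sign-flip tests and 5.2% of F tests passed 0.05. Library depth and the spread of the counts were not simulated in these sets, so they do not check the tests on counts. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.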

Results

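Insertion sites of Mu transposons were profiled in leaf and endosperm of the same 30 kernels, from 4 families that each had a different Mu-active father. The families were NE71 with 8 plants, NE72 with 7, NE73 with 7 and NE74 with 8. The fathers themselves were represented by 1 endosperm library each. Summed counts averaged 42818 ± 29317 (SD, n = 30) in endosperm and 268241 ± 162974 (SD, n = 30) in leaf. The leaf library was the deeper one in 28 of 30 plants, with a median leaf-to-endosperm ratio of 5.48 and a range from 0.806 to 50.4. Depth was therefore confounded with tissue, and the comparisons of insertions present, of new insertions and of their detection in both tissues are given with depth-matched values.

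The assignment of leaf and endosperm to the same kernel was examined first. For each endosperm library, the overlap of listed insertions with every leaf library was computed as the Jaccard index, the shared insertions divided by those in either library. The leaf library of the same plant gave the highest overlap for 30 of 30 endosperm libraries. The median overlap with the own leaf was 1 and the lowest was 0.798, whereas the highest overlap with the leaf of another plant was 0.426. Insertions of the Mu-inactive parent were left out. In the list, 0 calls had 0 reads in a library of the plant, so the list itself favours a high overlap with the own leaf. The overlap is therefore no fully independent check of the pairing.

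In the authors' deposited table, 1058 insertions were listed as transmitted. Of these, 29 were listed for the Mu-inactive parent, 168 for a father and not the Mu-inactive parent, and 861 for neither. All 861 were listed in plants of 1 family only, 817 of them in 1 plant and 44 in 2 or more plants, per the authors' deposited table. At 1012 of the 1058 listed sites the start and end coordinates were 8 bp apart, which spans 9 bp with both ends included.

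The first comparison asked whether the number of insertions differed between the tissues of a kernel. At 10 or more reads and 100 or more CPM (counts scaled to a library total of 1000000), 192 ± 48.5 insertions (SD, n = 30) were present in leaf and 98.1 ± 27.7 (SD, n = 30) in endosperm. The paired difference was 94.0 ± 40.1 insertions (SD), with leaf higher in 30 of 30 plants (two-sided sign-flip permutation p = 1e-05, the smallest this test can give). Without the plant as replicate block the difference was also 94.0 insertions (permutation of tissue labels, p = 1e-05). Deviations of paired libraries from their family means had a Pearson correlation of 0.0466 (permutation p = 0.806) and a Spearman correlation of 0.0837 (permutation p = 0.657), with r = 0.0749 after leaving out the 2 plants farthest from the median. With the deeper library of each plant sampled to the depth of the shallower, leaf had 128 ± 42.4 insertions (SD, n = 30) and the difference fell to 29.7, with leaf higher in 22 plants and lower in 6 (sign-flip permutation p = 1e-05). At 1000 or more CPM the difference was -1.43 insertions (sign-flip permutation p = 0.328), and without plant 7 of NE74, whose endosperm library held insertions of another family, it was -0.241 (sign-flip permutation p = 0.659).

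**Figure D1:**
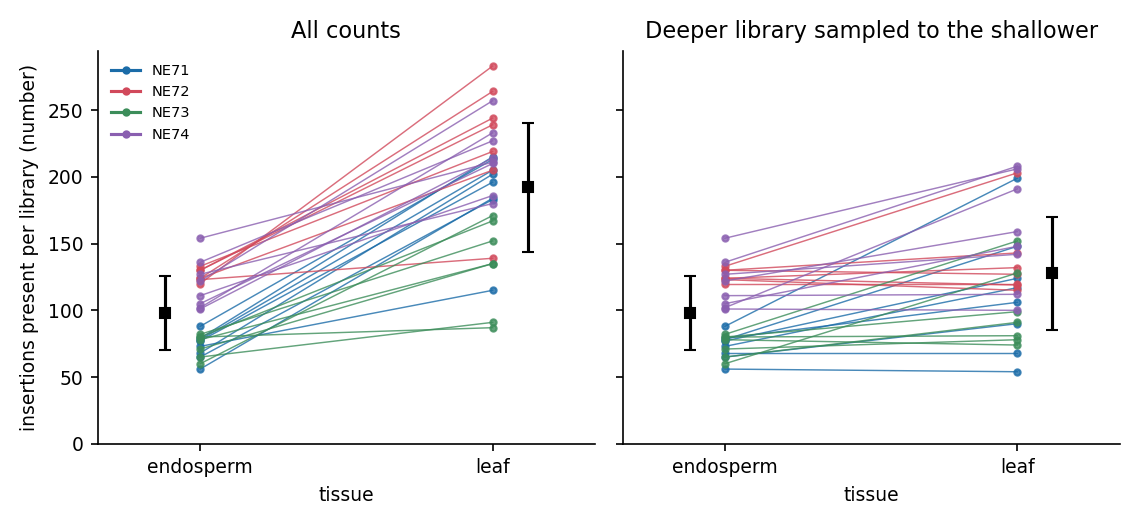
Number of insertions present per library in endosperm and leaf, with a line for each of the 30 plants coloured by family and black squares with bars for the mean and SD, for all counts (left) and with the deeper library sampled to the shallower (right). Leaf exceeded endosperm in 30 of 30 plants with all counts and in 22 of 30 at matched depth.

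The excess in leaf was present in each family with all counts. The mean difference was 116 insertions in NE71 (8 of 8 plants, exact sign-flip p = 0.00781), 101.3 in NE72 (7 of 7 plants, exact p = 0.0156), 60.3 in NE73 (7 of 7 plants, exact p = 0.0156) and 95 in NE74 (8 of 8 plants, exact p = 0.00781). Each of these is the smallest p its family can give, and each was 0.0156 after Benjamini-Hochberg adjustment over the 4 families. At matched depth no family passed 0.05 after adjustment: the adjusted exact p was 0.0625 in NE71, NE73 and NE74, where leaf was higher in 6 of 8, 6 of 7 and 7 of 8 plants, and 0.469 in NE72, where leaf was higher in 3 of 7 plants.

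New insertions, those in a plant and not listed for its father, were then divided by tissue. Per plant, 34.1 ± 17.9 (SD, n = 30) were in both tissues, 98.5 ± 40.6 in leaf only and 4.60 ± 9.35 in endosperm only. The leaf-only minus endosperm-only difference was 93.9 insertions, positive in 30 of 30 plants (sign-flip permutation p = 1e-05), and the same 93.9 without the replicate block (permutation of labels, p = 1e-05). This is almost the same quantity as the difference in insertions present, because insertions in both tissues cancel and father insertions were nearly all in both. At matched depth there were 35.9 ± 36.4 leaf-only and 5.97 ± 9.02 endosperm-only insertions per plant (SD, n = 30), a difference of 29.9 (22 plants higher, 6 lower, sign-flip permutation p = 1e-05). Of the 1024 calls of new insertions in both tissues, 905 were also called for that plant in the authors' deposited table. The other 119 lay at 17 distinct sites, and 101 of them were at sites that also passed the presence minimum in the father's library without being listed for it.

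**Figure D2:**
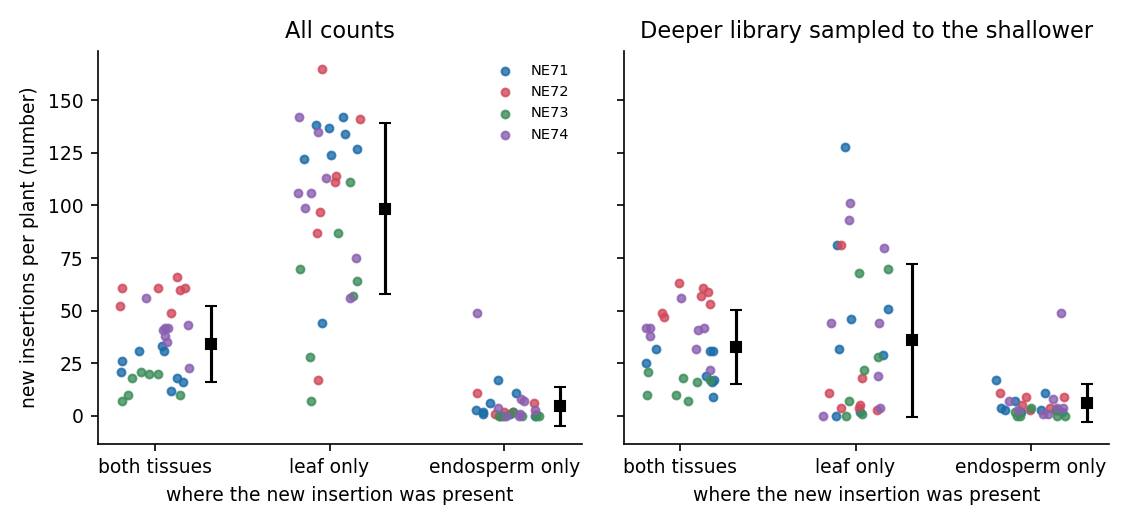
New insertions per plant by the tissue in which they were present, with a point for each of the 30 plants coloured by family and black squares with bars for the mean and SD, for all counts (left) and at matched depth (right). The mean of the leaf-only class fell from 98.5 to 35.9 at matched depth, while the class in both tissues changed from 34.1 to 32.8.

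The count level of tissue-specific insertions was compared with that of insertions in both tissues. In leaf libraries, the median of leaf-only new insertions was 7.39 ± 0.47 on the log2(CPM + 1) scale (SD, n = 30) and that of new insertions in both tissues 12.45 ± 0.43. The difference of -5.06 was negative in 30 of 30 plants (sign-flip permutation p = 1e-05), and it was also -5.06 without the replicate block. The sign is largely set by the definition: a leaf-only insertion failed the endosperm minimum, whose median was 268 CPM, and insertions at high levels seldom fail it. The same holds for endosperm-only insertions. In endosperm libraries the difference was -3.62 over the 20 plants with at least 1 endosperm-only insertion (sign-flip permutation p = 1e-05). For comparison, father insertions not of the Mu-inactive parent had medians of 12.72 ± 0.40 in leaf and 12.57 ± 0.39 in endosperm (SD, n = 30).

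Detection in both tissues was measured at the same presence minimum for new and for father insertions. On average 26.9% ± 14.9 (SD, n = 30) of a plant's new insertions were present in both tissues, against 99.9% ± 0.552 of its father insertions. The difference of -72.9 percentage points was negative in 30 of 30 plants (sign-flip permutation p = 1e-05), and was also -72.9 without the replicate block. It was -45.1 percentage points at matched depth, -73.5 with father presence from the counts and -14.2 at 1000 or more CPM. Each had p = 1e-05 by the sign-flip permutation test. Father insertions came from the authors' list, in which 0 calls had 0 reads in a library of the plant. New insertions included sites outside the list. The list may therefore raise the 99.9%, but the -73.5 does not rest on the list. In both forms a father insertion had to be called in the father as well, whereas a new insertion needed only 1 library of the plant. Sites at low levels can fail that further call and then count as new, so the definition favours the sign of the difference.

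A level-based definition, chosen after seeing the data, kept only tissue-specific insertions at 25% or more of the library's median father insertion and with under 3 reads in the other tissue. It was not computed at matched depth. Measured against the median of all father insertions, 12 leaf-only insertions in 10 plants and 15 endosperm-only insertions in 1 plant met it, against 850 in both tissues. The mean difference per plant was -0.100 (sign-flip permutation p = 1). Measured against father insertions not of the Mu-inactive parent, a reference chosen after those values were seen, the numbers were 18 leaf-only, 28 endosperm-only and 869 in both, with a mean difference of -0.333 (sign-flip permutation p = 1). All 15 endosperm-only insertions under the first reference came from plant 7 of NE74. Without that plant there were 12 leaf-only and 0 endosperm-only insertions under the first reference (sign-flip permutation p = 0.00183) and 18 and 2 under the second (p = 0.00189).

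Families with different fathers were compared in the number of new insertions per plant. New insertions in any tissue differed between families (F = 8.38, permutation p = 0.00062). At matched depth they did not (F = 1.79, permutation p = 0.171), and without NE73 they did not either (F = 0.401, permutation p = 0.677). At 1000 or more CPM they did (F = 34.2, permutation p = 1e-05). New insertions in both tissues differed more (F = 47.3, permutation p = 1e-05, the smallest this test can give). Their mean per plant was 23.5 ± 7.87 in NE71 (SD, n = 8), 58.6 ± 5.91 in NE72 (SD, n = 7), 15.1 ± 5.90 in NE73 (SD, n = 7) and 40.0 ± 9.20 in NE74 (SD, n = 8). All 6 pairs of families differed by exact permutation tests, with the highest adjusted p, 0.0466, for NE71 against NE73. Counted within each family, there were 883 new insertions in both tissues, 60 of them carried by several siblings, 40 of these in NE72. By the authors' list, 44 insertions of neither a father nor the Mu-inactive parent were in 2 or more plants. At least some of the 60 are therefore not new by that list. The family means above also include the 119 calls in both tissues that the authors did not make.

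**Figure D3:**
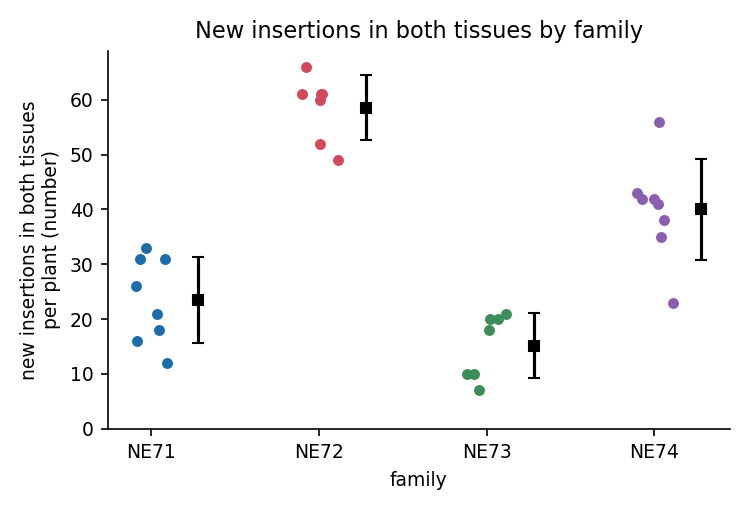
New insertions present in both leaf and endosperm per plant (number) in each of the 4 families, with a point for each plant and black squares with bars for the mean and SD. NE72 averaged 58.6 per plant and NE73 15.1.

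Transmission was measured as the share of a father's listed insertions that were present in the leaf of each progeny plant. A hemizygous insertion passes to 50% of the progeny. The 29 insertions present in all progeny of every family were left out. They were not the same set as the 29 listed for the Mu-inactive parent. Of 1589 combinations of father insertion and plant, 912 were positive, which is 57.4% (Wilson 95% confidence interval 54.9 to 59.8%, exact binomial p = 4.09e-09). With insertions of the Mu-inactive parent also left out, the share was 56.7% of 1559 combinations (exact binomial p = 1.32e-07). Over plants the mean was 57.4% ± 11.2 (SD, n = 30), above 50% in 20 of 30 plants (sign-flip permutation against 50%, p = 0.00107). The share was 57.9% in NE71, 55.4% in NE72, 57.4% in NE73 and 58.8% in NE74. Insertions of one father on the same chromosome are not inherited independently, so the binomial p overstates the evidence, and no single family passed 0.05 when its plants were the units (exact sign-flip p from 0.0625 in NE72 to 0.195 in NE71). In NE72, 2 plants were at 50% and the other 5 above it, so 0.0625 is the smallest p this family could give. The list holds only insertions found in progeny. At 50% transmission, requiring at least 1 carrier in the family would by itself give a share of 50.3%. With father insertions taken from the counts at 1000 or more CPM the share was 56.0%, and at 100 or more CPM it was 31.8%, below 50%.

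**Figure D4:**
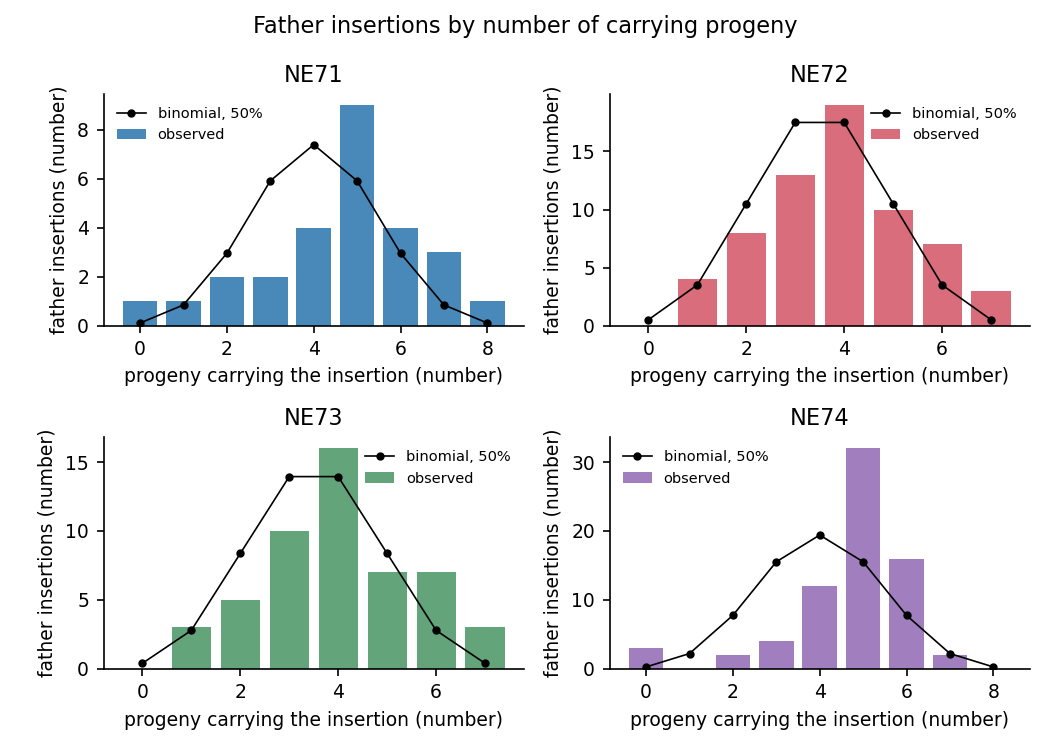
Number of father insertions (vertical axis) carried in leaf by each number of progeny plants (horizontal axis) in the 4 families, with bars for the observed numbers and black points for the binomial expectation at 50%. In NE74, 32 insertions were carried by 5 of 8 plants against 15.5 expected.

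The insertion with the highest summed CPM was identified in each class. Among father insertions it lay on chromosome 9 from 94045110 to 94046981, was also listed for the Mu-inactive parent, and had 25604 ± 3767 CPM in leaf and 29053 ± 2460 in endosperm of NE71 (SD, n = 8). Among new insertions in both tissues it lay on chromosome 5 from 218579226 to 218579234 in plants 1, 3 and 5 of NE71, with 9415 ± 1270 CPM in leaf and 8778 ± 1111 in endosperm (SD, n = 3) and 0 counts in the father's library. The leaf-only insertion lay on chromosome 7 from 119610042 to 119610050 in plant 8 of NE73, with 742 of 138879 leaf counts, or 5343 CPM, and 0 of 70030 endosperm counts. The endosperm-only insertion lay on chromosome 2 from 78235838 to 78240609 in plant 4 of NE72, with 42 of 12521 endosperm counts, or 3354 CPM. This last site spanned 4772 bp, had counts in all 64 libraries, including 26 counts in the leaf of the same plant and 81 in the father's library, and was not in the authors' list, so it is no evidence of an insertion confined to endosperm. A site chosen after its values were seen lay on chromosome 3 from 147932813 to 147932821 in plant 4 of NE71, with 34 endosperm counts, or 3307 CPM, 0 of 235581 leaf counts, 0 counts in the father's library and counts in no other library. The single-plant values have no replicate.

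Counts at sites outside the authors' list were summed as a further measure, chosen after seeing the data. They made up 25.9% ± 7.13 of leaf counts and 14.2% ± 6.94 of endosperm counts (SD, n = 30). The difference of 11.7 percentage points was positive in 30 of 30 plants (sign-flip permutation p = 1e-05), and was also 11.7 without the replicate block. Deviations of this share from family means had a Pearson correlation of 0.626 between paired libraries (permutation p = 0.00109). It was 0.349 after leaving out the 2 plants farthest from the median. By family it was 0.881 in NE71, 0.770 in NE74, -0.225 in NE72 and -0.0471 in NE73. The endosperm share was 3.93% ± 1.05 in NE73 (SD, n = 7), and the family means of the other 3 families lay between 15.4% and 21.1%. The family differences in this share passed the permutation F test in leaf (F = 17.6, adjusted p = 3e-05) and in endosperm (F = 32.6, adjusted p = 2e-05).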

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

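The tests of depth in the family differences, of the 10 highest sites and of leaf libraries at a common depth were fixed before their results were seen, and the other tests in this part were chosen after. Values set apart from their siblings were sought in 40 sets of 7 or 8 plants, and 6 were found where chance gives about 2.

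The endosperm library of plant 7 of NE74 had 49 new endosperm-only insertions, against 0 to 8 in its 7 siblings. The same library held 16 insertions listed only for other families, all of NE71, whereas the 59 other progeny libraries held at most 1 each. Mislabelling of the pair was tested by its overlap with leaf libraries: its own leaf was the best match, with a Jaccard index of 0.798. Carry-over of counts from the sequenced libraries was tested by asking how many of the 49 sites passed the minimum in no other library: 31 did. None of the 146 insertions private to a single sampled NE71 plant were present. DNA of another NE71 plant was tested with the insertions private to the father of NE71: 16 of 23, or 69.6%, were present, against 0 of 51 for the father of NE72 and 0 of 19 for the father of NE73. They had a median of 26.1% of the level of the library's father insertions. A candidate explanation is therefore that this library contains DNA of an unsampled plant of NE71 or of a relative of its father. No biological explanation was tested.

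Plant 2 of NE71 differed from its 7 siblings in several related values. It had 115 insertions present in leaf against 183 to 215, and 44 new leaf-only insertions against 122 to 142. Counts outside the list made up 10.7% of its leaf counts against 21.2 to 29.8%, and 3.67% of its endosperm counts against 14.3 to 19.8%. A few sites taking most of the counts was tested by leaving out the 10 highest sites of each library: the leaf share became 14.2% and stayed the lowest of the 8, as did the endosperm share at 5.12%. By depth, its leaf library was number 3 of 8 and its endosperm library number 1, so neither was shallow for the family. Random sampling cannot move a share of counts on average, so these ranks are no test of depth for the shares. With the 8 leaf libraries sampled to the total of the shallowest, 89145 counts, the plant had 122 insertions present in leaf against 179 to 213 and was still set apart, which goes against depth of the leaf libraries. Matching each plant's own tissues in depth gave 46 leaf-only insertions against 0 to 128 in the siblings, but the siblings were sampled to their own, shallower endosperm totals, so that test decides nothing. The low share in both tissues may reflect fewer somatic insertions in this plant, but extraction and library preparation were not tested and the cause is open.

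Plant 2 of NE73 had 2 new endosperm-only insertions where its 6 siblings had 0. Its endosperm library, with 52146 counts, was deeper than its leaf library, with 45813. A difference in library depth was tested by matching: the plant still had 2, and its siblings then had 0 to 4, so it was no longer the highest. Plant 4 of the family also had the deeper endosperm library, with 87730 against 70735 counts. It had 0 such insertions before and after matching, so whether depth explains the value of plant 2 is open.

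Families differed in the leaf minus endosperm difference of insertions present (F = 3.09, permutation p = 0.047) and in the leaf-only minus endosperm-only difference (F = 3.07, permutation p = 0.0477). They also differed in the concordance difference (F = 3.28, permutation p = 0.0294) and in the leaf level difference, leaf-only minus both-tissue insertions (F = 3.46, permutation p = 0.022). The fifth was the outside-list difference (F = 5.48, permutation p = 0.00455). The adjusted p of the first 4 was 0.0477 each. At matched depth the F became 1.30 (permutation p = 0.292), 1.21 (p = 0.324) and 2.48 (p = 0.0871) for the first 3, so these may come from depth. For the leaf level difference F was 5.35 (permutation p = 0.00662, 27 plants). Depth was matched within plants and still differed between them. The level of leaf-only insertions follows the minimum of 10 reads, so depth cannot be excluded for this difference. With all counts, family means of the leaf-only level ranged from 7.19 in NE74 to 7.55 in NE73. Those of the both-tissue level ranged from 12.14 in NE72 to 12.88 in NE71, so both classes enter the leaf level difference. The outside-list difference was retested as the log2 ratio of leaf to endosperm, to see whether it depended on the scale: F was 38.2 (permutation p = 1e-05), with a mean ratio of 5.06 ± 1.54 in NE73 (SD, n = 7) and between 1.64 and 1.70 in the other families. The father libraries, 1 per family, had 5.07% of their counts outside the list for NE73 and 20.8, 22.1 and 19.3% for NE71, NE72 and NE74. The father differs between families, so a property of the father is a hypothesis for NE73, but family and any unrecorded handling of its samples cannot be told apart.

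The father of NE74 had an insertion on chromosome 7 from 923972 to 923980 with 3450 counts, or 5691 CPM, which is 77.8% of the median of its listed insertions. It was absent from the list, and the 16 progeny libraries of the family had 0 counts there. Carry-over from another library was tested by counting the other libraries with counts at the site: there were 0 (carry-over of counts from another library). A hemizygous insertion misses all 8 progeny with a chance of 0.391%, and among many insertions such misses occur. An insertion confined to the father's endosperm may also explain it, and nothing in these data separates the 2 explanations.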

How the results depend on the processing

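Of the alternative values of the main results, 72 kept their direction and their side of the 0.05 threshold, 2 lost the threshold and 8 reversed. At 1000 or more CPM, the leaf minus endosperm difference in insertions present became -1.43 (sign-flip permutation p = 0.328) and the leaf-only minus endosperm-only difference -1.47 (p = 0.291), and without plant 7 of NE74 they were -0.241 (p = 0.659) and -0.276 (p = 0.584). The level-based class gave -0.100 against all father insertions and -0.333 against those not of the Mu-inactive parent. In both forms plant 7 of NE74 was the cause, since without it the differences were 0.414 and 0.552.

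Transmission reversed when father presence came from the counts. It was 31.8% at 100 CPM (12.2% in NE71, 41.3% in NE72, 48.4% in NE73 and 46.6% in NE74) and 4.01% at 3 reads (2.04, 4.94, 3.60 and 4.03%). At 100 CPM the share was not different from 50% in NE73 (exact binomial p = 0.518) and NE74 (p = 0.0642). NE71 gave 1288 of the 3168 combinations there. At 1000 CPM transmission stayed above 50%, at 56.0%. NE71 (52.1%, p = 0.561) and NE72 (54.4%, p = 0.0702) then lost the threshold by the exact binomial test. The same 2 families lost it with insertions of the Mu-inactive parent also left out, at 56.2% (exact binomial p = 0.0828) and 54.6% (p = 0.0567). The cause of the reversal was not tested. With no insertion left out it was 72.5%, which follows from adding the 29 insertions present in every plant.

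The family difference in new insertions of any tissue weakened at matched depth (F = 1.79, permutation p = 0.171) and ranged from 0.401 to 11.3 across the 4 fits that each left out one family, with the loss when NE73 was left out. At 1000 or more CPM it was stronger (F = 34.2, permutation p = 1e-05). New insertions in both tissues only gave F = 47.3.

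The other results kept their direction and side of the threshold under each alternative run. For the level differences and the concordance difference this shows no stability, since the definition of the classes favours their sign. The concordance difference ranged from -76.6 to -14.2, the leaf level difference from -8.30 to -1.90, the endosperm level difference from -5.68 to -1.16 and the outside-list difference from 9.48 to 12.8. Random sampling to a common depth cannot move a share of counts on average, so the depth-matched outside-list difference of 11.7 is no test of depth. Without the replicate block, the paired differences of 94.0 and 93.9 insertions were the same by construction, and both kept a permutation p of 1e-05.

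The presence minimum of 10 reads and 100 CPM was itself the main setting for insertions present, so that alternative has no value of its own. The gene proximity comparison and its alternatives were not run, because no annotation of the files' build was used here. Depth limits the endosperm classes: in the shallowest endosperm library, with 5457 counts, 10 reads correspond to 1833 CPM, so insertions at the median level of leaf-only ones could not be detected there.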

Other observations

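In this part the tests of random co-occurrence and of linkage were fixed before their results were seen, and the other tests were chosen after.

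The excess of leaf-only over endosperm-only new insertions was tested against depth. At matched depth it fell from 93.9 to 29.9 insertions per plant (22 plants higher, 6 lower, sign-flip permutation p = 1e-05), so depth does not account for all of it. Sampling also hides insertions at low levels, so the fall does not measure the part due to depth. With all counts, plant 1 of NE71, with 89145 leaf and 85152 endosperm counts, had 142 leaf-only and 17 endosperm-only insertions. In plants 2 and 4 of NE73, whose endosperm libraries were deeper, the numbers were 28 against 2 and 70 against 0. Somatic insertions that arise during leaf growth are a hypothesis for the excess that remained. DNA extraction differed with tissue in every plant and could not be tested, so the pattern cannot be told apart from an effect of extraction. The 12 leaf-only insertions at 25% or more of the level of all father insertions reached at most 57.9% of it, and the 18 under the second reference at most 64.8%.

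Plants 2, 3 and 4 of NE72 shared new insertions with each other. Of the 36 new insertions that the authors' list gave to 2 or more plants of this family, 35 were carried only within these 3 plants, 5 of them by all 3. The 35 insertions lay on 9 chromosomes, and no other pair of plants shared more than 1. Random co-occurrence was tested with 10000 random reassignments of carriers, taking the best set of 3 plants each time: none gave as many (permutation p = 0.0001, the smallest this test can give). Carry-over between libraries was tested by level: in the carrying libraries the insertions had a median of 95.2% of the level of father insertions, with a minimum of 46.8%. Insertions missed in the father's library were tested by its counts: the mean was 0.114 at these sites and 0.267 at 303 insertions carried by 1 plant, which are those of the 309 listed for 1 plant of the family that passed the minimum in both tissues (permutation p = 0.372), against a median of 3966 at the father's listed insertions. A candidate explanation is that the 3 kernels received pollen from one sector of the tassel, in which these insertions arose before meiosis. The data hold no independent record of pollen origin.

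Counts in father libraries at 817 insertions new in 1 progeny plant were tested for an excess in the own father. The own fathers had 170 counts in all. Over the 24 possible matchings of fathers to families the median was 117.5 and the highest 181 (one-sided exact permutation p = 0.125, where the smallest possible is 0.0417). The counts were therefore not shown to come from the own father, and may be carry-over between libraries.

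The transmission share above 50% was tested against the conditioning of the list and against linkage. If insertions passed to 50% of plants and those without a carrier in the family were not listed, the expected share would be 50.3%, below the confidence interval of the share found, which starts at 54.9%. Conditioning on at least 1 carrier therefore does not explain it. The list was not strictly conditioned in this way. Of the 213 father insertions, 4 had no carrier in the family, against 1.28 expected at 50% transmission. At the other end, insertions carried by every plant of the family numbered 1 in NE71, 3 in NE72, 3 in NE73 and 0 in NE74. The numbers expected were 0.105, 0.5, 0.398 and 0.277. Whether each father insertion was hemizygous was not tested, and any that were not would raise the share. With father insertions from the counts at 1000 CPM the share was 56.0% (exact binomial p = 1.51e-06), but NE71 (52.1%) and NE72 (54.4%) then no longer passed 0.05. At 100 CPM it was 31.8% and at 3 reads 4.01%, both below 50%. The lower minimums add father sites with low counts, so these values are no test of conditioning, and the other criteria of the list are not stated. With the first insertion of each chromosome and family, 159 of 284 combinations, or 56.0%, were positive (Wilson 95% confidence interval 50.2 to 61.6%, exact binomial p = 0.05002). This p lies at the threshold and depends on which insertion is picked: of 1000 random picks, a check added after that p was seen, 485 passed 0.05, with a median share of 56.0%. With 284 combinations in place of 1589 the p rises at such a share with or without linkage, so this test does not decide on linkage. Whether kernels were chosen for Mu activity, which could favour some insertions, was not tested.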
